# Combining next-generation pyrosequencing with microarray for large scale expression analysis in non-model species

**DOI:** 10.1186/1471-2164-10-555

**Published:** 2009-11-24

**Authors:** Diana Bellin, Alberto Ferrarini, Antonio Chimento, Olaf Kaiser, Natasha Levenkova, Pascal Bouffard, Massimo Delledonne

## Abstract

**Background:**

The next generation sequencing technologies provide new options to characterize the transcriptome and to develop affordable tools for functional genomics. We describe here an innovative approach for this purpose and demonstrate its potential also for non-model species.

**Results:**

The method we developed is based on 454 sequencing of 3' cDNA fragments from a normalized library constructed from pooled RNAs to generate, through *de novo *reads assembly, a large catalog of unique transcripts in organisms for which a comprehensive collection of transcripts or the complete genome sequence, is not available. This "virtual transcriptome" provides extensive coverage depth, and can be used for the setting up of a comprehensive microarray based expression analysis. We evaluated the potential of this approach by monitoring gene expression during berry maturation in *Vitis vinifera *as if no other sequence information was available for this species. The microarray designed on the berries' transcriptome derived from half of a 454 run detected the expression of 19,609 genes, and proved to be more informative than one of the most comprehensive grape microarrays available to date, the GrapeArray 1.2 developed by the Italian-French Public Consortium for Grapevine Genome Characterization, which could detect the expression of 15,556 genes in the same samples.

**Conclusion:**

This approach provides a powerful method to rapidly build up an extensive catalog of unique transcripts that can be successfully used to develop a microarray for large scale analysis of gene expression in any species, without the need for prior sequence knowledge.

## Background

Global analysis of gene expression is one of the most used tools in functional genomics. Hybridization to DNA microarrays is currently a standard method, but its application is limited to organisms for which the complete genome sequence or a large cDNA collection is available.

For biological systems that lack the sequence information necessary for development of microarrays, several alternative technologies based on cDNA fragment analysis or cDNA sequencing have been developed. The most successful and widespread of these is certainly cDNA-AFLP transcription profiling, which has so far represented one of the most robust and sensitive technologies for gene discovery on the basis of fragment detection [1,2]. However, this technique has several drawbacks. It involves a time-consuming and labor intensive series of PCR reactions and purification of resulting differentially expressed bands from gels followed by amplification and subsequent cloning and sequencing, it has a high rate of false positive (co-migrating) bands and, finally, it covers no more than 60-65% of the transcriptome due to the lack of restriction enzyme sites on the remaining cDNAs.

Tag based methods were developed to overcome these limitations, including serial analysis of gene expression (SAGE) [3] and massively parallel signature sequencing (MPSS) [4]. These high-throughput approaches can provide precise digital gene expression levels, but transcript abundance is derived from counting tags mapping to already known loci, thus requiring a reference genome.

Ultra-high throughput sequencing of the transcriptome is emerging as a powerful and attractive alternative technology for expression profiling. The RNA-Seq (RNA sequencing) approach to identify and quantify transcripts has already been applied with success to *Saccharomyces cerevisiae*, *Schizosaccaromyces pombe*, *Arabidopsis thaliana*, mouse and human cells [5-11] making use of the different deep sequencing technologies available to date: Illumina Genome Analyzer, Applied Biosystems SOLiD and Roche 454 Life Science. Also with this approach, the resulting sequence reads need to be individually mapped to a reference genome and counted to obtain the number and density of reads corresponding to RNA from each known exon. These data are also of great value to improve, validate and refine gene models on genomic sequences, and can identify new candidate genes. In *Vitis vinifera*, for example, integration of RNA-Seq data on the corresponding genomic sequence led to the identification of several genes that had been missed by the automatic annotation procedure in a genome that is already very well annotated [12]. Furthermore, always in model species, the RNA-Seq approach has the potential to overcome microarray limitations related to cross hybridization and difficult quantification of low abundance species, and provides gene expression information with a greater dynamic range [13]. Nevertheless, this technology still presents limitations, as the short reads require genomic or extensive cDNA collections as an assembly reference, and the high cost and tremendous throughput limits the number of samples that can be analyzed simultaneously, restricting the analysis to a small number of samples and only to model species.

Expressed Sequenced Tag (EST) sequencing using the Sanger technology has been extensively used to provide a first catalog of a species' gene inventory, and it is still the most used method to obtain transcriptome data for microarray construction. The main drawback of EST programs, in addition to being sensitive to cloning biases that affect which sequences are represented and how sequence-complete each clone is [14], is the tremendous effort in terms of cost and labor required to build up an extensive EST collection. As an alternative, next generation sequencing is being proposed as a technology for EST development in non- model organisms, even if sequences produced are just short reads which can difficultly be properly assembled in the absence of a genomic sequence to provide transcriptome characterization [15-17].

Here, we show that 454 sequencing of 3' cDNA fragments from a normalized library constructed from pooled RNAs provides a powerful method to rapidly build up an extensive catalog of unique transcripts that can be successfully used to develop a microarray for large scale analysis of gene expression in any species, without the need for prior sequence knowledge. As proof of principle, we evaluated the potential of this method for expression profiling during berry maturation in grape as if no other sequence information was available for this species. We then took advantage of the availability of the grape genome sequence and the extensive EST collection, to assess the quality of the catalog of transcripts produced. Finally, we evaluated the performances of a custom microarray derived from this catalog, and found that this microarray was more informative than one of the most comprehensive grape microarrays available to date, the GrapeArray 1.2 that we developed within the Italian-French Public Consortium for Grapevine Genome Characterization.

## Results

### Gene discovery using 454 sequencing

A pool of RNA extracted from grape berries harvested at different phenological stages was used to prepare a non-normalized (NN) and a normalized (N) cDNA library. In order to sequence the corresponding 3' mRNA ends, cDNAs from both libraries in the range of 450-550 bp were sequenced from the 5' end to retain the directional orientation of the reads and minimize the degrading performances of pyrosequencing technology when sequence extension reaches the poly A tail.

A total of 556,742 high quality reads was obtained from two halves of a 454 GS FLX run, one for each of the two libraries. Processing of the raw sequences to remove adaptors and, if present, the polyA, resulted in 290,167 reads from the NN library, and 266,575 reads from the N library, totaling 127 Mbp of grape expressed sequences. Mapping of the reads to grape gene models [18] of at least 1,000 nt in length, confirmed that the two libraries were representing the 3' ends of transcripts (Figure 1).

**Figure 1:**
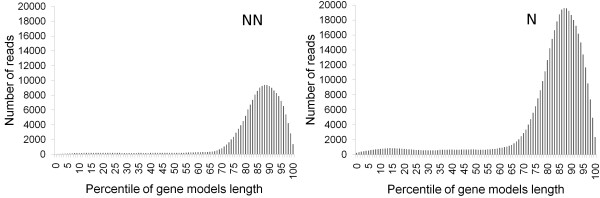
**Pyrosequencing reads represent the 3' end of *Vitis vinifera *transcripts**. The position of 9,366 reads from the non-normalized (NN) 454 library matching 1,948 gene models, and the position of 21,512 reads from the normalized (N) 454 library matching 3,749 gene models, expressed as a percentile of the length of the gene model to which the read mapped.

The two sets of reads entered the "de novo assembly" process using the Newbler software (Table 1). For the NN library, 90% of the reads were assembled in 10,532 contigs of 234 bp average length. The remaining 23,945 reads (coverage depth = 1) longer than 100 bp were retained as singletons, for a total of 34,477 unigenes. Normalization of the library increased the reads assembled to 95%, boosted the number of contigs to 17,595 and lowered their average depth of coverage from 24 to 15 reads per contig (Figure 2). The average contig length was 239 bp, therefore similar to that of the NN library. There were 12,032 singletons longer than 100 bp, totaling 29,627 unigenes.

**Table 1:** Summary statistics of *de novo *assembly.

Library	Total Contigs	Assembled Reads	Average contig length	Average depth	Singletons	Unigenes	Coverage (bp)
**NN**	10,532	261,702	234 bp ± 105 (s.d.)	24	23,945	34,477	8,501,963
**N**	17,595	252,935	239 bp ± 124 (s.d.)	15	12,032	29,627	8,066,328

Statistics of *de novo *assembly of 454 reads from the non-normalized (NN) and normalized (N) libraries. Unigenes number is defined as the sum of contigs plus singletons.

**Figure 2:**
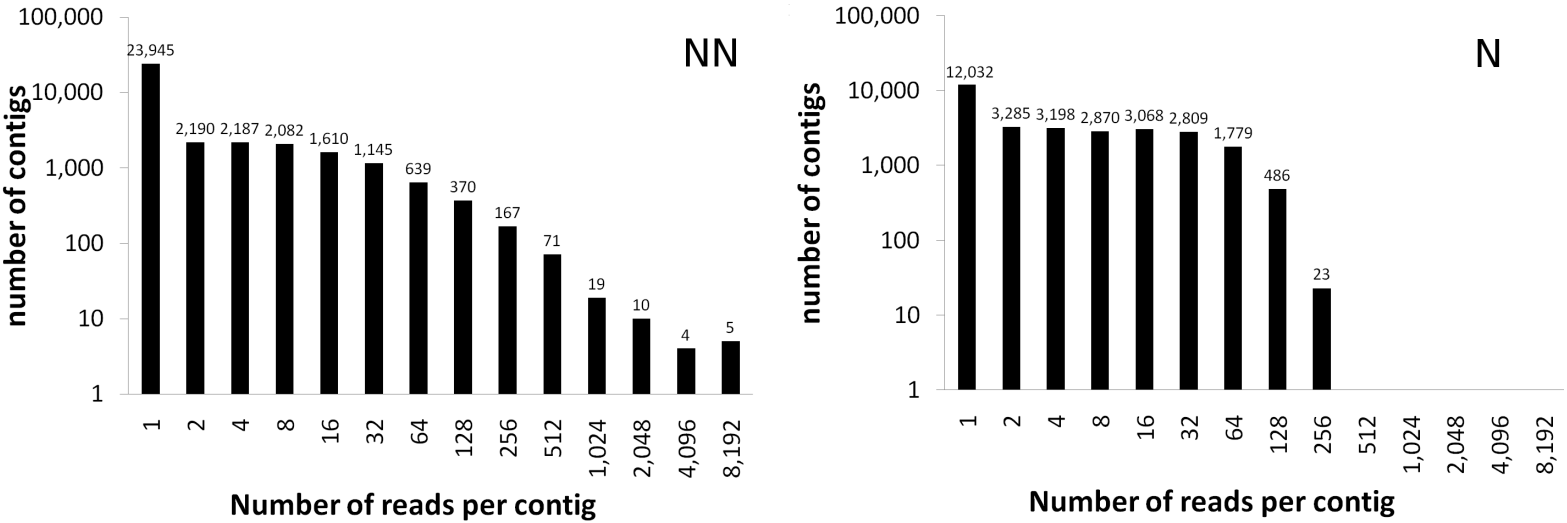
**Number of reads per contig in the non-normalized (NN) and normalized (N) libraries**. For each library, the number of contigs presenting the indicated amount of reads is plotted as a histogram and reported as a label for each histogram.

### Design of oligonucleotide probes on the 454-derived unigenes

The two unigene sets entered the process for oligonucleotide probe design using Oligoarray 2.1 software [19]. The Oligoarray software computes oligonucleotide specificity by searching for similar sequences in a database containing all the transcribed sequence derived from the genome. When the genome sequence is not known, the Blast database that is used to compute oligo's specificity is represented by the set of transcribed sequences often derived from the expressed sequence tags (EST) available. For proof of principle purposes, the BLAST database that we used was built only with the two set of 454-derived unigenes, as if no other information for this species was available.

The probe design on the 34,477 NN unigenes produced 17,843 specific oligonucleotide sequences (Table 2). The high number of NN unigenes for which a specific oligonucleotide probe could not be designed was mainly due to the presence in this library of highly redundant singletons not assembled by the software, as 13,688 NN singletons were mapping to just 10 genes models (data not shown). The number of unigenes in the NN library was therefore overestimated, but the Oligoarray software successfully recognized their redundancy. The probe design on the 29,627 N unigenes produced 29,393 specific oligonucleotide sequences (Table 2). By comparison, the probe design on the 33,638 TCs from the VvGI produced 32,771 oligonucleotides.

**Table 2:** Oligonucleotide probes design.

	NN	N	TCs
Unigenes	34,477	29,627	33,638

**Designed oligonucleotide probes**	**17,843**	**29,393**	**32,771**
Probes specific for 1 sequence	16,990	28,187	25,658
Probes recognizing 2-3 sequences	801	1,177	6,326
Probes recognizing 4-5 sequences	52	29	787

**Oligonucleotide probes mapping to genome**	**16,500**	**25,879**	**26,578**
Probes mapping to a unique position	14,146	21,869	21,831
Probes mapping to a 2-3 positions	1,594	2,654	2,848
Probes mapping to 4-5 positions	301	506	566
Probes mapping to more than 5 positions	459	850	1,333
Probes not mapping to genome	1,343	3,514	6,193

Oligonucleotide probes design was performed on the unigenes identified in the non-normalized (NN) and normalized (N) libraries and on the TCs comprised in VvGI.

### Mapping of 454-derived unigenes and of designed oligonucleotides to the genome sequence

To assess the use of 454-derived unigenes to develop an extensive catalog of unique transcripts without the need for prior sequence knowledge, the two sets of unigenes were mapped to the assembled grape genome sequence [18] using the BLAT algorithm, which takes into account introns by allowing the splitting of unigenes (Table 3). Using a stringent threshold of 95% coverage and 95% identity, 90% of the unigenes for the NN library, and 84% for the N library, matched to the grape genome. The BLASTX analysis of the unigenes that did not map to the genome revealed that 799 (NN) and 1,390 (N) of them had a match (threshold 1 × E^-7^) against the Uniprot plant database http://www.uniprot.org/downloads. Interestingly, 18 NN unigenes not mapping to the genome and without significant matches to plant sequences, had a significant match (1 × E^-10^) to *Botrytis cinerea *predicted genes or transcripts http://www.broad.mit.edu/annotation/genome/botrytis_cinerea. This number increased to 956 (mainly singletons) for the N unigenes, confirming that normalization significantly improved the proportion of low abundant sequences.

**Table 3:** Mapping of unigenes to the grape assembled genome sequence.

Unigenes	Unique position	Multiple positions	Not mapping
NN	29,838	1,201	3,438
N	22,900	1,925	4,802
TCs	22,436	1,749	9,453

Mapping statistics to genome of sequences from each dataset (non-normalized (NN) unigenes, normalized (N) unigenes and TCs from VvGI).

For comparison, the analysis of the whole set of 33,638 tentative consensus (TC) sequences assembled from 347,879 expressed sequence tags (EST) included in the release 6.0 of the *Vitis vinifera *Gene Index (VvGI), revealed that 72% of them could be mapped to the grape genome. Therefore, the 454-derived unigenes map a genome location better than assembled ESTs produced by conventional sequencing.

To evaluate the specificity of the oligonucleotide probes designed on the two sets of 454-derived unigenes, we then performed a Blast analysis of the probes against the grape genome (Table 2). The percentage of oligonucleotides mapping to a unique location was 79% for the NN library, and 74% for the N library. By comparison, the percentage of oligonucleotides designed on the TCs from the VvGI mapping to a unique location was 67%. Thus, the specificity of 454-derived oligonucleotides was higher than for the oligonucleotides designed on the extensive collection of ESTs available for this plant.

### Transcriptome representation of the 454-derived oligonucleotide probes

The grape gene models dataset contains 30,434 predicted gene loci [18]. To assess how the 454-derived oligonucleotide probes represent the grape transcriptome, we compared the genomic map position of the unigenes for which a specific oligonucleotide probe was designed, with the map positions of the gene loci. We could not directly compare oligonucleotide probes to grape predicted cDNAs as oligonucleotide probes were designed preferentially on the 3' untranslated region, which is not yet included in 45% of grape predicted cDNAs (data not shown).

The 17,843 NN unigenes for which a specific oligonucleotide probe was designed, matched 10,798 coding sequences. As limitations still affect the grape genome annotation, we extended the co-localization analysis to introns and to regions up to 500 bp downstream of the coding sequences [20], increasing the number of genes represented to 11,979. Mapping the other unigenes matching the grape genome in regions not annotated as coding sequences to the VvGI identified a further 2,159 grape transcripts. The remaining 1,468 unigenes mapping unannotated regions of the grape genome were considered putative novel genes [21]. In total, the set of NN unigenes represented 15,606 grape genes (Table 4).

**Table 4:** Alignment statistics of 454 unigene transcriptome catalogs and VvGI 6.0 TCs with an oligo

	NN	N	TC
Sequences with oligonucleotide probe designed	**17,843**	**29,393**	**32,771**
			
Gene loci matches			
- Within exons	10,798	14,176	15,552
- Within introns	808	939	775
- 500 bp downstream	373	359	82
			
VvGI 6.0 matched by sequences mapping to unannotated genome regions	2,159	2,663	2,989
Putative new genes (sequences mapping to unannotated genome only)	1,468	3,709	**-**
Total number of grape transcripts identified	**15,606**	**21,846**	**19,398**

454 unigene transcriptome catalogs with a designed oligo and VvGI 6.0 TCs with an oligo were aligned to known gene loci, unannotated genomic regions and ESTs. Number of gene loci, ESTs and putative novel genes, identified by all sequences mapping to grape genome in the three different libraries considered (non-normalized (NN), normalized (N), and TCs comprised in VvGI) are given.

For the N library, the 29,393 unigenes for which a specific oligonucleotide probe was designed corresponded to 14,176 grape gene loci. The inclusion of introns and the 500 bp region downstream of the coding sequences increased the grape genes identified to 15,474. Mapping the unigenes matching the grape genome in regions not annotated as coding sequences to the VvGI identified a further 2,663 transcripts that, together with the remaining 3,709 unigenes mapping to unannotated regions of the genome and that we considered putative novel genes, raised the grape genes represented to 21,846.

By comparison, the 32,771 TCs for which a specific oligonucleotide probe was designed, corresponded to 19,398 grape genes (Table 4). Therefore, the transcriptome representation of unigenes obtained from the N library is comparable to - if not higher than - that given by the TCs from the VvGI.

### Performance of microarray probes

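Expression was measured by single-colour hybridization to CombiMatrix arrays, on which each probe is an oligonucleotide synthesized on the chip and the fluorescence of the hybridized, Cy5-labeled RNA is read as a signal intensity. Berries of the cultivar Corvina were sampled at 6 time points from veraison to withering, with 30 clusters per time point and 12 berries per cluster, and equal quantities of their total RNA were combined into 1 pool of 300 ug, of which 5 ug were labeled for hybridization. Because all hybridizations used this pool, repeated arrays measured the technical error only, and the variation between plants, vineyards or seasons could not be estimated. The pool was hybridized 2 times to the array carrying the probes designed on the 454-derived unigenes (hereafter the 454-derived array) and 1 time to the GrapeArray 1.2. For the 454-derived array the deposited table gave 1 intensity for each of 44156 probes and 72 control probes in each hybridization, on a linear scale from 1 to 65535, after quantile normalization by the authors. The names of these probes were serial numbers that do not tell whether a probe was designed on the NN or the N unigenes, on a contig or on a singleton, so that the 2 probe sets were analyzed here as 1 array. Intensities were used as deposited, without further background correction or normalization, the 2 hybridizations were averaged for each probe, and a probe was counted as above the threshold when its intensity exceeded the mean plus 2 standard deviations of the negative controls. The number of hybridizations, rather than a sequencing depth, limits the precision of the values.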

A Combimatrix microarray carrying the two sets of oligonucleotide probes designed on the NN and N unigenes was then hybridized with the same pool of RNA used for the construction of the two 454 libraries (Additional file 1). For the NN set, 16,840 oligonucleotide probes corresponding to 14,115 genes produced hybridization signal intensities above the threshold, calculated as the mean plus two standard deviations of the negative reference samples [22], and confirmed the expression for 1,251 of the 1,468 putative novel genes (Additional file 2). 

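The threshold was recomputed from the control probes of the 454-derived array. Its 44 negative controls had a mean intensity of 104 and a standard deviation of 153 in the first hybridization, and a mean of 85.4 and a standard deviation of 115 in the second. Their distribution was skewed, with medians of 52.1 and 49.6, respectively, and with a highest intensity of 659 in the first and 517 in the second hybridization, both from the same phage control. The mean plus 2 standard deviations was therefore 410 in the first hybridization, 315 in the second, and 361 when the 2 hybridizations were averaged. The probes for 454-derived unigenes had a median intensity of 821 in both hybridizations, and their lower quartile was 287. The controls whose names begin with Negative were dimmer than the remaining negative controls, and the threshold computed from these 9 controls alone was 108.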

For the N set, 26,733 oligonucleotide probes corresponding to 19,609 genes produced hybridization signal intensities above the threshold, and confirmed the expression for 3,098 of the 3,709 putative novel genes (Additional file 2). 

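On the 454-derived array as a whole, 31102 of the 44156 probes (70.4%) produced intensities above the threshold of 361 when the 2 hybridizations were averaged. The paper's numbers for the NN and N sets allow between 40493 and 41496 probes above its threshold, so they were not reproduced. With each hybridization taken alone and compared with its own threshold, 29643 probes (67.1%) were above it in the first and 32275 (73.1%) in the second. The standard deviation between the 2 hybridizations was 4.21 percentage points (n = 2). As quantile normalization gave both nearly the same distribution of intensities, this spread comes almost wholly from their thresholds, 410 and 315. It reflects the 44 negative controls and not the technical error of the probes. Of the settings chosen beforehand, the choice of the negative controls moved the count of 31102 upward most. With the 9 controls named Negative it was 39738 probes (90.0%), whereas computing the threshold on log2 intensities lowered it to 18823 (42.6%). At the upper end of the scale, 138 probes were at the highest intensity of 65535 in both hybridizations and could not be ranked against each other.

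**Figure D1:**
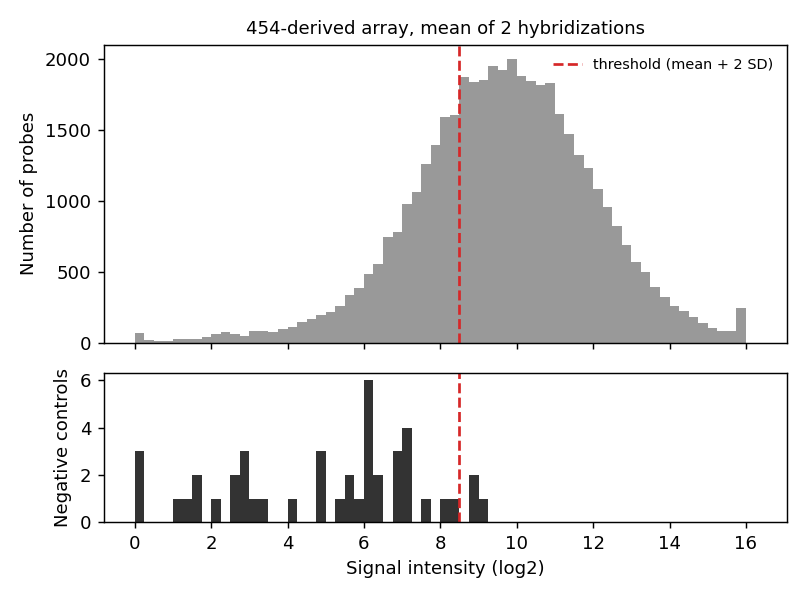
Number of probes for 454-derived unigenes (upper panel) and of negative controls (lower panel) by signal intensity on a log2 axis, averaged over 2 hybridizations, with the threshold as a dashed line. Most probes lie to the right of the threshold of 361, and the 44 negative controls are spread from an intensity of 1 to 588.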

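The deposited table for the GrapeArray 1.2 hybridization, a single array without replicate, gave 1 linear intensity for each of 24562 probes and 114 control probes. By their names, 19107 probes were designed on tentative consensus sequences, 1904 on single ESTs, 3494 on gene models predicted from the grape genome and 57 on sequences with an NP identifier, and each probe had a different target. None of these names matched an entry of the RefSeq gene table of the Pinot Noir 40024 assembly, so that the intensities are given by kind of target and not by gene. The values of this array had a lower limit of 150, which was the intensity of 5173 of the 24562 probes (21.1%), whereas on the 454-derived array the lowest intensity was 1 and was reached by 0.555% and 0.539% of the probes in the first and second hybridization.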

Finally, we performed a microarray hybridization to the GrapeArray 1.2, the Combimatrix-based grape chip developed by the Italian-French Public Consortium for Grapevine Genome Characterization, which comprises 24,562 probes designed on the release 5.0 of the VvGI integrated with genes predicted from the grape genome [23]. 

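Of the 46 negative controls of the GrapeArray 1.2, the median was at the lower limit of 150, the mean was 184 and the standard deviation 80.5, which placed the mean plus 2 standard deviations at 345. The intensities of 13367 of the 24562 probes (54.4%) exceeded this threshold, and 19389 probes (78.9%) exceeded the lower limit itself. The paper's number of 19395 probes was not reproduced with the threshold of 345. Of the probes designed on tentative consensus sequences, 58.9% were above the threshold, compared with 43.7% of those designed on single ESTs and 36.0% of those designed on predicted gene models. The median intensities of these kinds of probes were 454, 288 and 232. As only 1 hybridization was made, the technical error of these values was not measured on this array. With only the 11 controls named Negative the threshold was 442 and 46.3% of the probes were above it. This value rests on 1 control, Negative3_776_S, at 570.5, as the others were at 150, and with the 9 of these controls that both arrays carry, a choice made after the data were seen, the threshold was 150 and 78.9% were above it. The threshold of 345 also includes this control, and was not recomputed with it alone left out. With only the controls named NC, which leave out all controls named Negative, the threshold was 306, with 58.1% above.

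**Figure D2:**
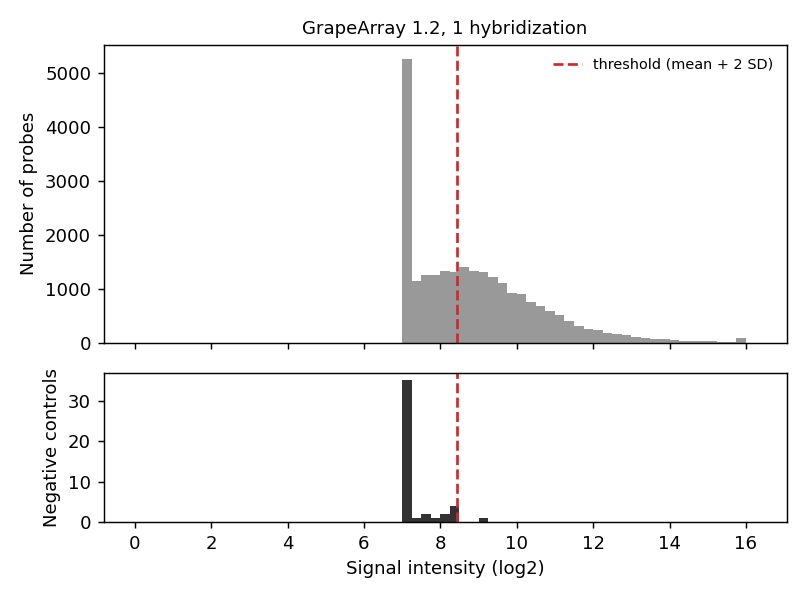
Number of GrapeArray 1.2 probes (upper panel) and of negative controls (lower panel) by signal intensity on a log2 axis in 1 hybridization, with the threshold of 345 as a dashed line. The tall column at the left of both panels holds the values at the lower limit of 150.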

On this chip, 19,395 probes corresponding to 15,556 genes produced hybridization signal intensities above the threshold (Additional file 2). These results definitively validate the quality of a microarray chip based on 454-derived unigenes, as well as the 3' enriched library construction method.

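The repeatability of the 454-derived array was assessed from its 2 hybridizations with the same RNA pool. Across the 44156 probes the log2 intensities had a Pearson correlation of 0.969 and a Spearman correlation of 0.983, which describe the probes of 1 array design and not independent samples. The log2 difference between the hybridizations had a standard deviation of 0.61 over all probes and of 0.35 over the 31102 probes above the threshold. It was largest in the lowest decile of the probes by mean intensity, with a standard deviation of 1.53 and with 36.7% of the probes more than 2-fold apart, and smallest in the highest decile, with a standard deviation of 0.26, both with and without the 138 probes at the highest intensity in both hybridizations. The share of probes more than 2-fold apart was lowest in the decile below it, at 0.294%, and was 0.385% in the highest decile. The same call was obtained in both hybridizations for 40838 probes (92.5%), of which 29300 were above the threshold in both and 11538 in neither. Of the 3318 probes with different calls, 2975 were above the threshold only in the second hybridization and 343 only in the first. This surplus goes with the lower threshold of the second hybridization, 315 against 410. The paper starts from the numbers of probes and genes with intensities above the threshold on each chip. It concludes that they establish the quality of a 454-derived chip and of the method for building 3' enriched libraries.

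**Figure D3:**
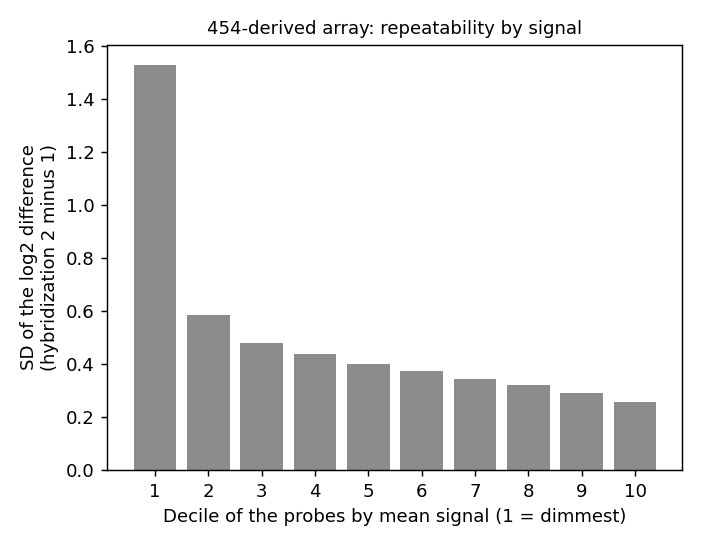
Standard deviation of the log2 difference between the 2 hybridizations of the 454-derived array (bars), for deciles of the probes ordered by mean intensity from dimmest to brightest. The bars fall from 1.53 in the lowest decile to 0.26 in the highest.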

## Discussion

Due to the large number of reads afforded, the 454 DNA sequencing technology is effective in revealing the expression of a large number of genes and has a great potential for discovering many rare or novel transcripts [21] also in non-model organisms where few previous ESTs sequences are available [16]. Combining the pyrosequencing of pooled samples derived from tissues or conditions to be analyzed in detail with the generation of a specific microarray based on developed sequence information, therefore, has the potential for allowing large scale expression analysis of the majority of genes expressed in those tissues or conditions also in non-model organisms [15].

To date, random pyrosequencing of cDNAs is still unable to accomplish *de novo *assembly for a solid gene reconstruction and transcriptome characterization, and data produced by this approach are so far largely used in sequenced genomes to refine annotated gene structures or to propose novel gene models [14,21,24]. It has been suggested that 3'cDNA 454-sequencing can enable resolution of a catalog of unique transcripts, eliminating overestimation associated with shotgun sequencing of multiple non-overlapping 454-ESTs per transcript [20,25]. We therefore produced pooled libraries enriched for 3'cDNA ends in order to limit the number of contigs for the same transcript and, consequently, the redundancy of the probe sets. The specificity of 3'-UTR-based sequence reads should also facilitate unambiguous gene assignment and, consequently, it has the potential for allowing the identification and analysis of nearly identical paralogous genes, as previously demonstrated [25]. With this approach, the capacity of 454-derived unigenes to map to a unique location on the grape genome was very high, similar to or even better than that of the TCs comprised in the VvGI. It was also definitely higher than for unigenes identified by random 454 sequencing of cDNA [24]. Furthermore, as 454 reads were derived from only one strand, the resulting sequences have known directional orientation.

A challenge for any EST project is obtaining sufficient coverage of less abundant transcripts [24]. As the aim of this study was to maximize the number of genes represented in the 454-derived EST catalog, we evaluated the potential advantage of cDNA library normalization. In previous works this was applied both to model and non-model organisms and was recently reported that normalization could have little influence on the efficiency of gene discovery when working with thousand of reads from a single tissue type [17]. However, so far normalization has not been performed on 3'cDNA libraries used in 454 sequencing, as the aim of these studies was always to assess also relative gene expression. We observed here that normalization increased the number of contigs assembled, and reduced the average number of reads per contig, clearly limiting over-representation of abundant transcripts. Furthermore, normalization dramatically improved the sampling of rare transcripts, as revealed by the higher number of contaminant fungal sequences found in the N library.

To demonstrate the high quality of the information that can be obtained by this approach and that the information can successfully be used to build up a microarray, we compared the effectiveness of the 454-derived unigene sets for oligonucleotide probe design with that of the TCs obtained from the 33,638 TCs assembled from the 347,879 Sanger-based ESTs included in the release 6.0 of the *Vitis vinifera *Gene Index. With just half of a 454 sequencing run of a 3'-cDNA normalized library, we could develop a microarray that can recognize 21,846 genes (15,606 for the non-normalized library). By comparison, the microarray designed on the extensive collection of ESTs from the last release of the VvGI can recognize only 19,398 genes. It should be noted that the 454-derived microarrays also carry a number of probes targeting previously unknown genes, which are not represented in the VvGI nor they have been predicted from the assembled grape genome, thus revealing a high coverage depth of the grape transcriptome.

In fact, the microarray designed on the unigenes from the normalized library proved to be more informative than one of the most comprehensive grape microarrays available to date, the GrapeArray 1.2 developed by the Italian-French Public Consortium for Grapevine Genome Characterization. This was demonstrated by comparing the performances of the GrapeArray 1.2 with those of the two microarrays designed on the set of NN and N unigenes, in detecting the expression of genes during grape berry maturation, a phenomenon that we are extensively studying by cDNA-AFLP [26], microarray and deep sequencing analyses (unpublished), and that we have adopted as reference to compare the different expression profiling methodologies currently available. 

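Set beside each other at the same rule for the threshold, the share of probes with intensities above it was 16.0 percentage points higher on the 454-derived array than on the GrapeArray 1.2. With the first or the second hybridization of the 454-derived array alone, the difference was 12.7 and 18.7 percentage points. No test was made, because 1 RNA pool was hybridized and the GrapeArray 1.2 has 1 hybridization. The probes of the 454-derived array were designed on transcripts of the hybridized pool itself, unlike those of the GrapeArray 1.2. Each array type was also hybridized and normalized apart. Whether the difference comes from these sources was not tested, and they cannot be told apart here. The difference depended on the threshold. With the other thresholds and control sets chosen beforehand on the linear scale it lay between 3.20 and 43.7 percentage points. The highest value, from the controls named Negative, rests on 1 control that only the GrapeArray 1.2 carries, Negative3_776_S. With the 9 such controls on both arrays, a set chosen after the data were seen, the difference was 11.1 percentage points. For this value and for the lowest, 3.20, the GrapeArray 1.2 threshold was merely its lower limit of 150. Negative3_776_S is also part of the threshold behind the 16.0 percentage points. With only the controls named NC, which leave out all controls named Negative, the difference was 10.0 percentage points. With thresholds computed on log2 intensities the order was reversed, with -13.9 percentage points. As the arrays also differ in their lowest intensity, the log2 threshold was recomputed with the same lower limit on both, a choice made after the data were seen, which gave 15.9 percentage points. Among 49 combinations of control sets and rules computed after the data were seen, the share was smaller on the 454-derived array in 9. The number of genes behind these probes was not computed here, since the probe names of the 454-derived array do not lead to genome positions. From the numbers of genes detected by each chip (Additional file 2), the paper concludes that the microarray designed on the N unigenes is more informative than the GrapeArray 1.2. The shares above count probes and not genes, and cover the NN and N probes as 1 array. They therefore do not test this conclusion.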

Hybridization with a pool of RNAs from grape berries revealed that the GrapeArray 1.2, which carries 24,562 probes, could detect the expression of 15,556 genes. By comparison, the microarray carrying 17,843 probes designed on the NN unigenes, detected the expression of 14,115 genes, 1,251 of which were previously unknown. Strikingly, the microarray carrying 29,393 probes designed on the N unigenes, detected the expression of 19,609 genes, 3,098 of which are novel. These data confirm the effectiveness of cDNA normalization in increasing the number of genes that can be identified, and show the effectiveness of the proposed method in allowing genome-wide microarray analyses also in species for which very limited gene information, if any, is available. We anticipate that adaptation to the Titanium upgrade of the 454 platform, which extends the average length of the sequences to about 400 bp and increases the number of reads per run to 1.2 millions, will further strengthen the power of this approach.

## Conclusion

The costs, the amount of data produced and moreover the problems related to assembly of short reads make it unlikely that next generation sequencing will replace microarrays in the short term as the routine tool for expression profiling, especially for all those organisms for which the complete genome is not available. For those, but as shown here, also for sequenced organisms, 454-based 3'-cDNA sequencing of a normalized pool of cDNAs represents a solid, cost-effective and fast method to build up a comprehensive catalog of strand-specific ESTs, overcoming most of the limitations of Sanger-based ESTs. Furthermore we here demonstrate that combining this approach with the set up of a microarray make it feasible extensive analysis of gene expression and functional genomics studies, and that this approach can successfully be applied also to non model organisms.

## Methods

### Preparation of a non-normalized and a normalized cDNA library from berry skins of *V. Vinifera*

Berries of *V. vinifera *cv Corvina (clone 48) were harvested at 6 different time-points (Additional file 1) from veraison to withering over the course of the 2005 growing season from an experimental vineyard in the Verona Province (San Floriano, Verona, Italy). 30 clusters were collected for each sampling time-point, and 12 berries were sampled from each cluster to form a pool for each time-point. Total RNA was extracted according to [27] and equal quantities of total RNA were pooled together for a total of 300 ug of total RNA.

The cDNA libraries were prepared by Eurofins MWG Operon, Ebersberg, Germany http://www.eurofinsdna.com in cooperation with Vertis Biotechnologie AG, Freising, Germany. In short: after enrichment of polyA+ RNA, the first strand cDNA was synthesized using an oligo(dT)-adapter primer. After purification of the first strand cDNA, second strand cDNA synthesis was performed using a random (N)_6_-adapter primer. The non-normalised cDNA was amplified with 15 cycles of PCR using a high fidelity DNA polymerase.

With an aliquot of the cDNA, normalization was carried out by one cycle of denaturation and reassociation of the cDNA (cot curve). The reassociated double strand cDNA was separated from the remaining single strand cDNA (i.e. the normalized cDNA) by passing the mixture over a hydroxyl apatite column. After hydroxyl apatite chromatography, the single stranded cDNA was subjected to 8 PCR cycles.

For both libraries, fragments in the 450 - 550 bp size range were eluted from preparative agarose gels. An aliquot of the size fractionated cDNA was analyzed on a 1.5% agarose gel. Both cDNA libraries have a size of approx. 450 - 550 bp and the following structure:

*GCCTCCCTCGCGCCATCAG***+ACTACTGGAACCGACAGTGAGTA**+(NNNNNNNNNNNNNNNNNNNNNNNNNNNN)_(400~500 nt)_+AAAAAAAAAAA+**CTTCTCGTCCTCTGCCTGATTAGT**+*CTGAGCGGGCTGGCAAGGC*

454 Adapter A and B underlined, library specific 5'-Adapter and 3'-Adapter in bold.

Sequencing was performed on a Genome Sequencer GS FLX Instrument (Roche Diagnostics) following standard protocols [28].

### Bioinformatics and data analysis

454 reads were first quality filtered with standard parameters and Raw reads were cleaned from adaptor sequences. Enrichment of 3'-ends of transcripts was verified by mapping 454 reads against grape gene models (Additional file 3). Files containing 454 reads and their quality scores are available from the National Center for Biotechnology Information (NCBI) Short Read Archive [GenBank: accession number SRA007722]. Sequences were then assembled *de novo *into contigs using Newbler v1.1 [29] set with parameters shown in Additional file 4. Only assembled contigs longer than 100 bp were considered. Mapping of 454 sequences (contigs and singletons), VvGI 6.0 TCs and GrapeArray 1.2 target sequences to grape genome assembly 8.4X http://www.genoscope.cns.fr/externe/Download/Projets/Projet_ML/data/assembly/goldenpath/unmasked/ and to VvGI release 6,0 http://compbio.dfci.harvard.edu/cgi-bin/tgi/gimain.pl?gudb=grape was performed with BLAT [30]. Assignment of 454 unigenes, VvGI 6.0 TCs and GrapeArray 1.2 targets to grape annotated gene models was performed using custom scripts (Additional file 3). Translated BLAST [31] searches (BLASTX) of 454 unigenes against Uniprot release 14 database http://www.uniprot.org were performed with an e-value cutoff set at 1 × 10^-7^. 454 unigenes were compared to *Botrytis cinerea *transcripts and predicted genes http://www.broad.mit.edu/annotation/genome/botrytis_cinerea using an e-value cutoff set at 1 × 10^-10^. Oligos were aligned to genomic sequences with BLAST. Only alignments with at least 70% coverage and maximum 2 mismatches were considered. All sequences, blat and blast results, annotation tables were loaded with custom python scripts into a MySQL database. A graphical visualization of mappings is available at web address http://ddlab.sci.univr.it/cgi-bin/gbrowse/grape/; username "anonymous" and password "ye6Upraq"). Oligonucleotide probes were designed for 454 unigene sequences (contigs and singletons) from both libraries (N and NN) and for TC sequences (VvGI 6.0, http://compbio.dfci.jarvard.edi/tgi/cgi-bin/tgi/gimain.pl?gudb=grape) using OligoArray 2.1 software [19] (see Additional file 5). Details of oligo design and selection are described in Additional file 3.

### Microarray construction and hybridization

Custom 90K CombiMatrix arrays were prepared with the oligonucleotide sequences designed on the 454-derived unigenes using a CustomArray Synthesizer (CombiMatrix, Mulkiteo, USA). A more detailed description of the process for preparation of microarrays is shown in Additional file 3. Five μg of the same pool of total RNA used for 454 sequencing were labeled using RNA Ampulse amplification and labeling kit with Cy5 for Combimatrix arrays (Kreatech Diagnostics, The Netherlands) according to manufacturer instructions, and were hybridized to arrays according to CombiMatrix protocols. Scanning was performed on a GenePix 4000B scanner. 

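Quantile normalization gives repeated arrays the same distribution of intensities, so that they differ only in which probe holds which value. In the deposited table of the 454-derived array the sorted intensities of the 2 hybridizations were identical at all but 544 of 44228 ranks, where they differed by at most 0.38. Any difference in overall brightness between these hybridizations was thus removed before deposition, and a relative comparison of probes remains. For the single GrapeArray 1.2 hybridization the distribution used as reference is not given in the sources used here.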

Data extraction was done using CombiMatrix Microarray Imager software and a quantile normalization of data was performed using Combimatrix Blist v0.6 software. A gene was considered expressed when the corresponding probe had signal intensity above the threshold, calculated as the mean plus two standard deviations of the negative reference samples [22]. Expression data are available from the National Center for Biotechnology Information (NCBI) [GenBank: Gene Expression Omnibus accession number GSE14276].

## Authors' contributions

DB, AF and AC conducted the experimental procedures and sequence analysis. OK performed the 454 pyrosequencing and NL did the reads assembling. PB designed and organized the 454 proof of principle. MD participated in the 454 proof of principle design and wrote the manuscript. All authors contributed to the content of the manuscript and have read and approved the final version.

## Supplementary Material

Additional file 1 **Collection date and development stage of berry samples analyzed**. Collection date and development stage of berry samples used to constitute the RNA pool analyzed. Click here for file

Additional file 2 **Alignment statistics of positive 454 unigene sequences and positive sequences used to design the GrapeArray 1.2**. Alignment statistics of 454 unigene sequences with a positive expression call by microarray analysis and sequences used to design the GrapeArray 1.2 with positive call by microarray to known gene loci, unannotated genomic regions and ESTs. Number of gene loci identified, ESTs identified and putative novel genes identified by all sequences mapping to grape genome in the three different libraries considered are given. Click here for file

Additional file 3 **Additional Methods**. Additional information for the Methods section. Click here for file

Additional file 4 Parameters used for the *de novo *assembly of single reads with Newbler v1.1 software. Click here for file

Additional file 5 Parameters used for oligo design with OligoArray 2.1. Click here for file

# Supplementary material for: Combining next-generation pyrosequencing with microarray for large scale expression analysis in non-model species
**Source:** BMC Genomics. 2009 Nov 24;10:555. doi: 10.1186/1471-2164-10-555
**Supplement:** Additional file 1 — Collection date and development stage of berry samples analyzed. Collection date and development stage of berry samples used to constitute the RNA pool analyzed.

| **Sample** | **Collection date** |
| --- | --- |
| Véraison | 03/08/05 |
| Ripening I | 22/08/05 |
| Ripening II | 15/09/05 |
| Withering I | 18/10/05 |
| Withering II | 17/11/05 |
| Withering III | 14/12/05 |

# Supplementary material for: Combining next-generation pyrosequencing with microarray for large scale expression analysis in non-model species
**Source:** BMC Genomics. 2009 Nov 24;10:555. doi: 10.1186/1471-2164-10-555
**Supplement:** Additional file 2 — Alignment statistics of positive 454 unigene sequences and positive sequences used to design the GrapeArray 1.2. Alignment statistics of 454 unigene sequences with a positive expression call by microarray analysis and sequences used to design the GrapeArray 1.2 with positive call by microarray to known gene loci, unannotated genomic regions and ESTs. Number of gene loci identified, ESTs identified and putative novel genes identified by all sequences mapping to grape genome in the three different libraries considered are given.

|  | **NN** | **N** | **GrapeArray 1.2** |
| --- | --- | --- | --- |
| Oligos with a signal > background + 2 standard deviations | 16,840 | 26,733 | 19,395 |
| Gene loci matches: |  |  |  |
| - Within exons | 10,531 | 13,649 | 13,100 |
| - Within introns | 748 | 833 | 597 |
| - 500 bp downstream | 366 | 336 | 81 |
| VvGI 6.0 matched by sequences mapping to unannotated genome regions | 1,219 | 1,713 | 1,778 |
| Putative new genes (sequences mapping to unannotated genome only) | 1,251 | 3,078 | -- |
| Total number of grape transcripts identified | 14,115 | 19,609 | 15,556 |

# Supplementary material for: Combining next-generation pyrosequencing with microarray for large scale expression analysis in non-model species
**Source:** BMC Genomics. 2009 Nov 24;10:555. doi: 10.1186/1471-2164-10-555
**Supplement:** Additional file 3 — Additional Methods. Additional information for the Methods section.

# Additional Methods

## Distribution of 454 reads across length of gene models

Distribution of 454 reads across length of gene models was evaluated by mapping 454 reads against *Vitis vinifera* gene models (http://www.genoscope.cns.fr/externe/Download/Projets/Projet_ML/data/annotation/Vitis_vinifera_mRNA_v1.fa). As an example 1,948 gene models of 1,000-2,000 bp with 1 to 201 reads were selected for NN library and 3,749 gene models of 1,000-2,000 bp with 1 to 101 reads per gene model were selected for N library. Mapping was performed by BLAT alignment and resulting data tables were filtered with a custom python script using stringent parameters of 95% sequences identity over at least 95% of sequence length. Gene models were subdivided into 100 percentiles and position of each read alignment was expressed as percentile of the length of the gene model to which it mapped.

## Mapping of 454 unigenes to grape annotated gene models

In order to assign identities between 454 unigenes, VvGI TCs and predicted gene models, sequences mapping coordinates to genome (http://www.genoscope.cns.fr/externe/Download/Projets/Projet_ML/data/assembly/goldenpath/unmasked/), obtained with BLAT, were compared to gene models mappings on grape 8.4x assembly. Before comparison BLAT results were filtered with a custom python script using stringent parameters of 95% sequence identity over at least 95% of sequence length. Gene models annotations were downloaded from Genoscope public repository (http://www.genoscope.cns.fr/externe/Download/Projets/Projet_ML/data/annotation/Vitis_vinifera_annotation_v1.gff) and compared to 454 unigenes mappings, by using custom python scripts. 454 unigenes mappings were first assigned to exons; for gene models for which no 454 unigene mapping to exons was detected, mappings to introns were analyzed and finally 454 sequences mapping to regions up to 500 bp downstream gene models predictions were assigned. 454 unigenes not mapping to cds exons, introns or to regions 500bp downstream gene models but having a match on genome were mapped to VvGI 6.0 transcribed sequences by BLAT alignment. The same strategy used for 454 unigenes was used also to assign VvGI TCs.

## Microarray design and preparation

Parameters for oligo design (Additional file 5) were set in order to be compatible with CombiMatrix protocols (http://www.combimatrix.com/support_docs.htm). Oligo designed on 454 unigene sequences and TCs were checked for cross-hybridization by BLAST searches against all 454 unigene sequences and TCs respectively. Oligos with more than 5 cross-hybridizations were removed with a custom python script to avoid biases due to redundancies during normalization procedures. 

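The array table holds 1 entry for each of 44156 numbered probes, without gaps or repeats in the numbering. From the numbers of probes that the paper gives for the NN and N sets, 3080 probes were common to both sets and 14763 belonged to the NN set alone.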

Oligos designed on 454 unigene sequences of NN and N library were assembled in a unique dataset and redundancies between the two datasets were removed (44,156 probes left). Chip layout was designed using Layout Designer 4.2.1 CombiMatrix software (CombiMatrix, Mulkiteo, USA). A total number of 2 replicates was set for each probe and replicates were randomly distributed on the chip. In addition to standard CombiMatrix negative and quality controls included by default in factory layouts, 10 negative controls designed on bacterial and viral sequences (*Bacillus anthracis* phage Gamma genome, *Haemophilus ducreyi* genome, *Alteromonas* phage PM2 genome) were added in 10 replicates randomly distributed on the chip. 

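In the deposited table the replicate spots of a probe are represented by a single intensity. These intensities fall on multiples of 0.125 on the 454-derived array and of 0.25 on the GrapeArray 1.2 (to within the rounding of the file), and the spread between spots of the same probe is therefore not analyzed here.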

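Negative controls appear in the table of the 454-derived array under different names. The names of 9 begin with NC-bacteria, of 18 with NC-SP-phage and of 8 with NC-plant, and a further 9 are named Negative with a number and a position, in the same form as the probes of the GrapeArray 1.2. The names do not give the genome on which a control was designed, nor which controls are the standard ones. On average over the 2 hybridizations, the NC-bacteria controls had a mean intensity of 121 with a standard deviation of 144, the NC-SP-phage controls 137 with a standard deviation of 165, the NC-plant controls 46.1 with a standard deviation of 49.5, and the controls named Negative 27.4 with a standard deviation of 40.3.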

Negative control probes were designed using the same parameters used for design of oligos on 454 unigenes (Additional file 5) and were checked for cross-hybridization by BLAST searches against all 454 sequences. Microarrays were prepared on Blank 90K CustomArray chips using a 90K/12K CombiMatrix Synthesizer (CombiMatrix, Mulkiteo, USA) with the standard manufacturing and quality control protocols provided from CombiMatrix.

# Supplementary material for: Combining next-generation pyrosequencing with microarray for large scale expression analysis in non-model species
**Source:** BMC Genomics. 2009 Nov 24;10:555. doi: 10.1186/1471-2164-10-555
**Supplement:** Additional file 4 — Parameters used for the de novo assembly of single reads with Newbler v1.1 software.

| **Parameter** | **Value** |
| --- | --- |
| Minimum reads overlap length | 40bp |
| Minimum identity of overlapping reads | 90% |
| Seed step | 12bp |
| Seed length | 16bp |

# Supplementary material for: Combining next-generation pyrosequencing with microarray for large scale expression analysis in non-model species
**Source:** BMC Genomics. 2009 Nov 24;10:555. doi: 10.1186/1471-2164-10-555
**Supplement:** Additional file 5 — Parameters used for oligo design with OligoArray 2.1.

| **Parameter** | **Value** |
| --- | --- |
| Oligonucleotide length range | 35-40bp |
| Melting temperature (Tm) range | 80-86 °C |
| Secondary structures temperature threshold | 70 °C |
| Cross-hybridization threshold temperature | 65 °C |
| GC content range | 35-60% |

How the deposited data were processed for this re-analysis (not part of the article)

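One pool of total RNA from berries of 6 time points was labeled with Cy5 and hybridized to CombiMatrix arrays, 2 times to the array designed on the 454-derived unigenes and 1 time to the GrapeArray 1.2. The 3 hybridizations are technical repeats of the same RNA, and no biological replicate was measured. The GEO labels give no array type. It was taken from the probe names of the deposited table that holds each hybridization.

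The deposited values are intensities on a linear scale, with 1 value per probe. According to the methods, the authors scanned the arrays with a GenePix 4000B scanner, extracted the data with CombiMatrix Microarray Imager and quantile normalized them with CombiMatrix Blist. Background correction and the averaging of replicate spots are not described in the sources used here. The lowest deposited intensity was 1 on the 454-derived array and 150 on the GrapeArray 1.2, and the highest was 65535 on both.

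From these tables the following was computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the figures were drawn with matplotlib 3.10.9. No further background correction or normalization was applied. The 2 hybridizations of the 454-derived array were averaged on the linear scale. The threshold was the mean plus 2 standard deviations of all negative controls of an array, which are the 44 (454-derived array) and 46 (GrapeArray 1.2) control probes whose names begin with NC or Negative. The paper gives this rule but not the controls it used nor how the repeated hybridizations were combined. Probes above the threshold were counted over the probes of the array, with all control probes left out. Repeatability was described by Pearson and Spearman correlations across probes, by the standard deviation of the log2 difference and by the share of probes with the same call.

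No test between groups was made, since there is 1 RNA pool and probes are not replicates. Where a list of probes was compared with others, the comparison was with 10000 random lists of the same number of probes and describes these hybridizations only. The threshold functions and the search for a step along the probe numbers were tested on simulated data. The limit of 0.01 above which a correlation or standard deviation of the repeatability is said to change was chosen without a replicate to set it. In 20 simulated series of 44156 probes with a step of 0.5 in log2 intensity, the position of the step was found with a median error of 46 probes and a largest error of 253.

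The alternatives were other thresholds (1 or 3 standard deviations, the 95th percentile, the median plus 2 median absolute deviations scaled by 1.4826, log2 intensities), other sets of negative controls, other ways of combining the 2 hybridizations, and, for the repeatability, linear intensities or probes above the threshold only. The probes to be named were to be the 3 with the highest mean intensity on each array. None was named, because 138 probes of the 454-derived array and 80 of the GrapeArray 1.2 were tied at the highest intensity. Negative controls were named by kind. Single control probes are named where a value depends on them, and these were chosen after their values were seen.

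The probe names of the 454-derived array do not give the library or the unigene, and none of the 24562 probe names of the GrapeArray 1.2 matched the RefSeq gene table that was used. Counts of genes, the comparison of the NN with the N set, and the comparison of contigs with singletons were therefore not analyzed here, apart from a hypothesis on the probe numbering given with the other observations. The sequencing reads and their assembly were not analyzed here.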

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

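All tests of this part were chosen after the values were seen. The arrays carry control probes named QC, REPORT and SPIKE. Additional file 3 mentions standard quality controls, and the paper gives no intensities for them. On the 454-derived array, 2 of 19 QC probes and 2 of 9 REPORT probes had intensities above the threshold of 361, which was set by the negative controls. On the GrapeArray 1.2, 3 of 19 QC probes, 3 of 9 REPORT probes and 4 of 40 SPIKE probes exceeded the threshold of 345. The brightest were QC-3prime, with 2558 on the 454-derived array and 2515 on the GrapeArray 1.2, REPORT15_1364_S with 1014 on the former, and SPIKE4_303_S with 1073 on the latter.

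Random noise of single spots was argued against for the QC and REPORT probes, since the 28 probes of these kinds that both arrays carry ranked alike on the separate chips (Spearman correlation across these probes 0.92, where noise was taken to give less than 0.2). The SPIKE probes are on the GrapeArray 1.2 alone and were not covered by this test. It stays open whether the signals come from RNA added to the labeled sample, from plant transcripts that hybridize to these sequences, or from another source, as the targets of these probes are not given in the sources used here. No biological explanation was tested, because the design has no contrast that these probes could follow.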

How the results depend on the processing

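All settings of this part were, except 4 and a set of 49 combinations that are named as such, set before the data were examined. The counts, shares and difference below refer to the threshold of 361 with 31102 probes (70.4%) above it on the 454-derived array, to 345 with 13367 probes (54.4%) on the GrapeArray 1.2, and to the difference of 16.0 percentage points between their shares.

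With 1 standard deviation in place of 2, the thresholds were 228 and 264 and the shares 79.8% and 62.8%, and with 3 standard deviations 494 and 425 with 62.8% and 47.7%. The 95th percentile of the negative controls gave 434 and 327, with shares of 66.0% and 56.0% and a difference of 9.95 percentage points. The median plus 2 median absolute deviations gave 199 and 150, with 82.1% and 78.9% and a difference of 3.20 points, the threshold of the GrapeArray 1.2 being its lower limit.

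Log2 intensities gave thresholds of 1105 and 322, with 18823 probes (42.6%) above on the 454-derived array and 56.5% on the GrapeArray 1.2, which reversed the difference to -13.9 percentage points. When the intensities of the 454-derived array below 150 were first set to 150, an alternative chosen after seeing the data, the thresholds on the log2 scale were 328 and 322, the shares 72.4% and 56.5%, and the difference 15.9 points. The reversal is therefore consistent with the low values of the 454-derived array, which the GrapeArray 1.2 table does not hold and which widen the spread of the negative controls on a log scale. On the linear scale the same lower limit, also chosen after seeing the data, left the share at 69.9% and the difference at 15.4 points.

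The choices among the negative controls that were set beforehand moved the shares of the arrays in opposite directions. The controls named NC gave thresholds of 398 and 306, shares of 68.1% and 58.1% and a difference of 10.0 points, and the NC-bacteria and NC-SP-phage controls alone gave 444 and 321, 65.5% and 56.7%, and 8.82 points. The controls named Negative gave 108 with 39738 probes (90.0%) on the 454-derived array, but 442 with 11383 probes (46.3%) on the GrapeArray 1.2, a difference of 43.7 points. The latter rests on 1 of 11 controls, Negative3_776_S, with an intensity of 570.5 while the others were at 150. The GrapeArray 1.2 threshold of 345 from all negative controls also includes this control, and was not recomputed with it alone left out. With the 9 controls named Negative that both arrays carry, chosen after seeing the data, the GrapeArray 1.2 threshold was 150 with 78.9% of the probes above it, and the difference was 11.1 points. The controls named Negative with 1 standard deviation, also chosen after seeing the data, gave 67.6 and 315, 93.7% and 57.2%, and 36.6 points. These 2 settings were picked after 7 sets of controls had been combined with 7 rules for the threshold, 49 combinations on each array, and are not independent of the values in the paper. Over the 49 combinations the count ranged from 10693 to 43509 on the 454-derived array and from 9456 to 19389 on the GrapeArray 1.2.

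Leaving out one hybridization of the 454-derived array gave thresholds between 315 and 410, counts between 29643 and 32275, shares between 67.1% and 73.1% and differences between 12.7 and 18.7 points. With calls required in both hybridizations 66.4% of the probes were above, and with calls in either 73.9%. Over the 13 settings that recomputed both arrays, the share was larger on the 454-derived array in 12, the exception being log2 intensities as deposited. Among the 49 combinations, which were computed after seeing the data, the share was smaller on the 454-derived array in 9. Of these, 6 were on log2 intensities, with differences down to -32.5 points, and 3 were with the median plus 2 median absolute deviations on linear intensities, from the NC-bacteria controls (-3.05 points), the NC controls (-0.716) and the NC-bacteria and NC-SP-phage controls (-0.121). In the latter 3 the GrapeArray 1.2 threshold was its lower limit of 150, against 278, 248 and 240 on the 454-derived array. They were not recomputed with the same lower limit on both arrays.

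For the repeatability, linear intensities gave a Pearson correlation of 0.990 in place of 0.969 on the log2 scale, and restricting it to probes above the threshold gave a Spearman correlation of 0.967 in place of 0.983 and a standard deviation of the log2 difference of 0.35 in place of 0.61. The lowest decile of the probes, up to an intensity of 108, lies within the range of the negative controls, and the log2 difference between the hybridizations had its largest standard deviation there, 1.53.

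Not run were the alternatives that needed the library or the kind of unigene of a probe, since the probe names do not give them, the scaling of hybridizations to the same median, since those of the 454-derived array were already quantile normalized and a single factor on the GrapeArray 1.2 moves probes and threshold alike, and the intensity at the paper's number of probes as a replacement for a threshold, which was meant for a table without negative controls. No paired analysis was possible because the hybridizations share 1 RNA pool and no groups were compared.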

Differences from the paper's values

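On the GrapeArray 1.2 the paper reports 19395 probes above the threshold (79.0%). With all negative controls 13367 (54.4%) were found here, so the paper's number was not reproduced. The shortfall was less than a factor of 1.5, but this limit is wide. A number within it is not taken here as a reproduction of the paper's number. Among the alternatives set before the data were examined, the median plus 2 median absolute deviations gave 19389 probes, 6 fewer than the paper's number, with a threshold at the lower limit of 150. The thresholds at 1 standard deviation (15415 probes), at the 95th percentile (13760), on log2 intensities (13884), from the NC controls (14262) and from the NC-bacteria and NC-SP-phage controls (13915) also stayed within a factor of 1.5 of the paper's number, whereas 3 standard deviations (11707) and the controls named Negative (11383) did not. The 9 controls named Negative on both arrays, chosen after seeing the values, gave 19389 as well. In addition, 49 combinations of 7 sets of negative controls and 7 rules were computed after the values were seen. Of these, 7 gave 19389, all of them the median plus 2 median absolute deviations, whose threshold is the lower limit with every set of controls, and 8 differed from the paper's number by more than a factor of 1.5.

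For the 454-derived array the paper gives separate numbers for the NN and the N set. With 3080 probes common to the sets, these numbers allow between 40493 and 41496 different probes above the threshold, or 91.7% to 94.0% of the array, whereas 31102 (70.4%) were found here. Intensities between 64.8 and 90.4 would leave such numbers of probes above them. This array was compared with that range, and not by the factor of 1.5 used above. None of the alternatives set before the data were examined lay in the range, the nearest being the controls named Negative with 39738 probes. The controls named Negative with 1 standard deviation, chosen after the values were seen, gave 41392. It was the only one of the 49 combinations with the mean of the hybridizations that lay in the range. With the first hybridization 2 of the 49 did, the NC-plant controls (40736 probes) and the controls named Negative (41192), each with 1 standard deviation. With the second hybridization 2 did, the mean of all negative controls without any standard deviation (40553) and the controls named Negative with 1 standard deviation (41343). With so many combinations tried, some can reach a range of this width without being the rule that was used, and none of them is given in the paper's methods.

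The numbers of probes on the arrays, 44156 and 24562, equal those in the paper.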

Other observations

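The tests on the difference between the arrays, namely those on gene model probes, on the lower limit (also with log2 intensities) and without a threshold, were set before their own results were seen, but after the difference and its reversal on the log2 scale had been seen. The tests on the probe numbers, the negative controls, the control probes of the second hybridization, the tied intensities and the name suffixes were chosen after the result was seen.

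The smaller share of probes above the threshold on the GrapeArray 1.2 (54.4% against 70.4%) was set against technical explanations. Probes for predicted gene models were less often above the threshold, but leaving them out still left a difference of 13.0 percentage points. With the lower limit of 150 on both arrays the difference was 15.4 points, and with log2 intensities and that limit 15.9 points. These values argue against gene model probes or the lower limit as the whole cause of the difference at the threshold of the mean plus 2 standard deviations. For the choice of threshold itself the values pointed both ways. The difference fell to 3.20 points with the median plus 2 median absolute deviations of all negative controls, was reversed with that rule and 3 other sets of controls (-3.05 points with the NC-bacteria controls), and was reversed to -13.9 points on log2 intensities as deposited. Without any threshold, on the other hand, the chance that a random probe exceeded a random negative control was 91.8% on the 454-derived array and 82.7% on the GrapeArray 1.2. Tied pairs were divided equally between the sides. Ties were frequent on the GrapeArray 1.2, where 21.1% of the probes and the median negative control were at the lower limit. The share of pairs with a brighter probe was therefore below 82.7% there. With ties so divided, the difference was 9.10 points, or 7.44 points with the lower limit on both. Over the 7 sets of controls, a comparison added after these values were seen, it was between 7.23 and 12.4 points as deposited and between 6.24 and 9.25 points with the lower limit on both. A difference above 5 points without a threshold had been set to count against the choice of threshold. By that rule these values argue against it as the whole cause. The reversals with some thresholds go the other way, but the lower limit has a part in them. With the median rule the GrapeArray 1.2 threshold was that limit for every set of controls. The log2 reversal with all negative controls was not seen with the same limit on both arrays (15.9 points). As the remaining reversals were not recomputed with it, the choice of threshold is left open. With 1 hybridization of the GrapeArray 1.2 these differences have no measured error. It also stays open, as untested, whether the difference comes from a probe set designed on transcripts of the hybridized pool itself, from the array types and their scans, or from the separate normalization, since each array type was hybridized and processed apart. These cannot be told apart.

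The intensities of the 454-derived array change in a step along the serial numbers of its probes. In 14 successive blocks of 2000 numbers the median intensity was between 658 and 759, and in the 7 full blocks after number 30000 it was between 1051 and 1152. The best single change point was after probe 29302, and none of 1000 shuffles of the numbers gave as large a step. A hypothesis is that the N probes were numbered first and the probes of the NN set alone followed, as the paper gives 29393 probes for the N set. Simulated steps at 29393 gave change points from 29231 to 29567 in 95% of 1000 simulations, a range that holds 29302. The 91 probes from there to 29393 count against this boundary, however. Their median log2 intensity was 0.68 above that of the probes before them, as much as the whole step, and a split at 29302 was preferred over 29393 as strongly in only 7 of the 1000 simulations. Of the 85 simulations with a change point at least as far before 29393, 4 had as large a difference. The position alone therefore does not decide for this numbering, which stays open. Whether 1 threshold could have given the paper's numbers for both sets under this numbering was not decided. The intensity nearest to the paper's number of N probes among the first 29393 would need 2990 of the 3080 shared probes above it for the NN number, but that intensity was set by the paper's number, and the rest follows largely from the brighter later probes. An effect in 1 hybridization was argued against, because the difference in median log2 intensity across number 29393 was 0.60 in the first and 0.65 in the second (ratio 0.933). Under this hypothesis the probes of the NN set alone may be brighter (median 1097 against 710) and more often above the threshold of 361 (76.4%, 11279 probes, against 67.4%, 19823 probes), which restates the step. Another property that follows the numbers has not been excluded, and whether the step reflects abundant transcripts being more frequent in a library that was not normalized was not tested. A second step, between contigs and singletons, was then looked for among the first 29393 numbers. The search as first run found its best split again at 29302, with 91 probes after it and a difference of 0.68 in median log2 intensity, at the same position as the step described above. After this result was seen, 1000 probes at each end were left out, and the best split was then after 21224 with a difference of 0.078. At the paper's number of N contigs, 17595, the difference was 0.02. This decides nothing about the order of contigs and singletons within the N probes, as equal intensities of both would leave no step.

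Several negative controls were bright on both arrays. The 5 brightest of the 44 negative controls carried by both arrays were the same 5 on each, among them NC-SP-phage-06-1 (588 on the 454-derived array, 281 on the GrapeArray 1.2) and NC-bacteria-5-4 (457 and 346). Others were bright on the GrapeArray 1.2 only. NC-plant-7 had an intensity of 268 there, close to the fifth of these, but 66.0 on the 454-derived array, where it ranked 20, and Negative3_776_S (570.5) is on the GrapeArray 1.2 alone. The Spearman correlation between the arrays across these controls was 0.65, which argues against random noise of single spots for these controls as a set, though not for each of them. A candidate explanation is hybridization of the labeled RNA to these sequences, which the sources used here do not give, and it was not tested further. If so, the threshold of the mean plus 2 standard deviations would include a signal that is specific to some controls.

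Control probes tended to be dimmer in the second hybridization of the 454-derived array. Of all 72 control probes, 52 were lower and 15 higher than in the first, with a median log2 difference of -0.37, and 2 of 10000 random lists of unigene probes with similar intensities had as low a median. The kinds were also looked at singly. The median was -0.62 for the QC probes (17 of 19 lower, 15 of 10000 lists as low), -0.58 for the REPORT probes (8 of 9 lower, 64 lists) and -0.30 for the NC controls (25 of 35 lower, 152 lists), whereas the controls named Negative went the other way, with 7 of 9 higher and a median of 1.62. The NC controls were not uniform. The mean intensity fell from 136 to 107 for NC-bacteria and from 157 to 118 for NC-SP-phage, but rose from 39.8 to 52.5 for NC-plant. The test on scatter was made without the controls named Negative, a grouping chosen after the 6 groupings had been seen. Of these 63 probes, 50 were lower and 8 higher, with a median of -0.46, and 0 of 10000 lists had as low a median. Scatter of probes as dim as the controls is therefore an unlikely source, with or without the controls named Negative. The lower negative controls go with the lower threshold of the second hybridization, 315 against 410, and with its larger number of probes above the threshold. A difference in array position or in the RNA that binds these controls stays open. No biological explanation was tested.

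In the second hybridization 7 of the 9 controls named Negative and 1 REPORT control had intensities of 11.5 to 11.63, a range that held 11 of the 44228 features of the array. The same 7 controls had intensities between 1 and 10.5 in the first hybridization.

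On the GrapeArray 1.2, probes whose names end in X had a median intensity of 824 and 74.1% of 3111 were above the threshold, compared with 362 and 51.6% of 21451 probes whose names end in S. The meaning of the suffix is not given in the sources used here.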
